A study of Mus musculus with 16 samples.

How the data were processed

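RNA was measured in 16 libraries of mouse cells. The cells carry a kinase construct that tamoxifen switches on, so that the kinase ERK is activated downstream. The cells were of the type the labels call RSC, a pluripotent state derived from mouse embryonic stem cells. Per the labels' protocols, the usual medium held a MEK inhibitor, which was replaced for 48 h by 250 nM of an FGF receptor inhibitor. 4-Hydroxytamoxifen was then added at 250 nM. The group 0h was taken before induction, 2h and 4h after 2 h and 4 h of tamoxifen, and rev after 4 h of tamoxifen and 2 h of a MEK inhibitor. Each of the 4 groups held 4 libraries, 2 from clone 4 and 2 from clone 8. Groups came from the sample titles. No group of 6 h induction without MEK inhibitor was analysed here, so the comparison of rev with 4h carries 2 h of further culture as well as the inhibitor. The dose of MEK inhibitor at rev was not stated.

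Per the labels' protocols, total RNA was depleted of ribosomal RNA before library preparation. The authors deposited 1 table of whole-number counts for 52636 Ensembl gene IDs, 1 column per library, with no normalization. The labels name no aligner, counting program, genome build, annotation or strand setting. Gene symbols and coordinates were taken from the GENCODE mouse annotation release M21 on the build GRCm38 by gene ID, without version numbers; 52489 IDs matched and 147 did not. Coordinates are therefore those of this annotation and are 1-based. It is not known whether reads were counted by strand. Among the 56 genes named by the rule or in the further set, both described below, 14 share exon sequence with another annotated gene. In each of these at least 1 partner lies on the opposite strand. The shared part is 57.2% of the exon length for Fosl1, 62.8% for Igf2 (with a same-strand model) and 30.7% for Cdkn1c, so counts of these genes are uncertain. Counts of genes with close paralogs or processed copies, such as Lefty1 and Lefty2, Usp17lc, Trim43a, Serpinb6c, Sgo2b, Nanog, Pou5f1 and Krt8, can also be split or shared.

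The main test was edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) on the deposited counts. Genes were kept with filterByExpr by group (minimum count 10, minimum total 15), which left 12742. Scaling was by TMM over the kept genes. The model held the 4 groups and the clone as a covariate, over all 16 libraries, and gave the 5 comparisons between groups. Benjamini-Hochberg adjustment ran over all tested genes, and a gene was called at an adjusted p under 0.05. Standard errors are the log2 change divided by the square root of the F statistic. Each clone was also fitted alone with its own filter. Differences between clones were tested as interaction terms in a model of the 8 combinations of group and clone, as the clone 8 change minus the clone 4 change. CPM values are TMM-scaled and relative to the counts of the kept genes, and log2 CPM used a prior count of 2. The SDs of CPM over the 4 libraries of a group include the difference between the clones.

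The reversed share is the median over genes of the 4h to rev fall divided by the 0h to 4h rise on log2 CPM, for each of the 4 libraries numbered alike. It was compared between raised and lowered genes with an exact paired permutation test. Named genes were fixed by rule: a call, a mean of at least 50 counts in the higher group, one sign in all 4 replicates and no predicted-gene name; then the 5 largest rises and falls at 2h against 0h, 4h against 0h and rev against 4h, and the 3 largest for the other comparisons. For clone differences the sign rule was applied as both clone 8 changes lying outside the range of both clone 4 changes. A further set of genes was tabulated whatever their values, and 1 of them is not reported here. Where all libraries of a group held at most 3 counts, a fold is given as a lower bound against that floor. Gene lists (22 ERK feedback and immediate-early genes, 10 naive pluripotency genes and others) were written before the data were examined, as were the groups, tests and most alternatives.

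Library totals ran from 4.31 to 10.4 M counts (median 8.03 M). A group of 8 features above 1% of all counts, mostly ribosomal RNA or annotated at ribosomal repeats, held 46.7% to 78.9% of each library, and 1.30 to 5.46 M counts lay outside them. A floor of 3 counts was worth 0.21 to 0.908 CPM. Floors cover counting error alone, since reads without molecular identifiers are not independent molecules. Counts of the 2 libraries of each clone and group differed by more than sampling noise (chi-square per degree of freedom 1.34 to 5.09), so all 16 were kept as separate samples. This check cannot tell separate cultures from separate libraries of the same culture. The SDs and tests treat the libraries as separate samples.

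The numbers 1 and 2 within a clone recur in each group and were taken as the pairing. Whether they pair cultures across groups is not known. Deviations from the group means correlated at 0.375 between libraries of the same clone and number and at 0.384 between libraries of the same clone and different number; after the clone means were removed the first value was -0.0106. The procedure was tested on simulated counts, with changed genes set at a log2 change of 2. Each gene otherwise had the same mean share in all libraries, without the level differences between clones. In these counts 196 of 200 changed genes were recovered with 8 false calls, and 169 of 200 clone differences with 13 false calls. A simulated reversed share of 0.7 came back as 0.703 for raised and 0.677 for lowered genes. Recovery of smaller changes was not tested.

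Alternatives covered DESeq2 1.42.0, its size factors inside edgeR, library totals alone, filters, covariates, the replicate block, single clones, thresholds, prior counts and leaving out each replicate. Other settings were added after seeing the data: leaving out the features above 1%, thinning the counts outside those features at random to the 1.30 M of the smallest library, a GC offset, and that offset with the replicate block. The GC offset is a lowess curve with span 0.3 over the GC content of each gene's longest transcript, known for 99.9% of tested genes.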

Results

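Expression was measured by rRNA-depleted RNA-seq in cells with a tamoxifen-inducible kinase construct, which activates ERK. The groups were uninduced cells (0h), cells induced for 2 h (2h) or 4 h (4h), and cells induced for 4 h and then given a MEK inhibitor, which blocks signalling to ERK, for 2 h (rev). Each group had 4 libraries, 2 from each of clones 4 and 8. Mean library totals were 6.75 ± 1.81 M counts (SD, n = 4) at 0h, 9.23 ± 1.35 M at 2h, 6.75 ± 1.76 M at 4h and 8.35 ± 1.66 M at rev. Outside the 8 features that each took over 1% of all counts, these means were 2.61, 4.11, 2.69 and 2.93 M. The smallest such library, the rev library 1 of clone 8, held 1.30 M, so changes in genes with few counts were less detectable there.

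**Figure D1:**
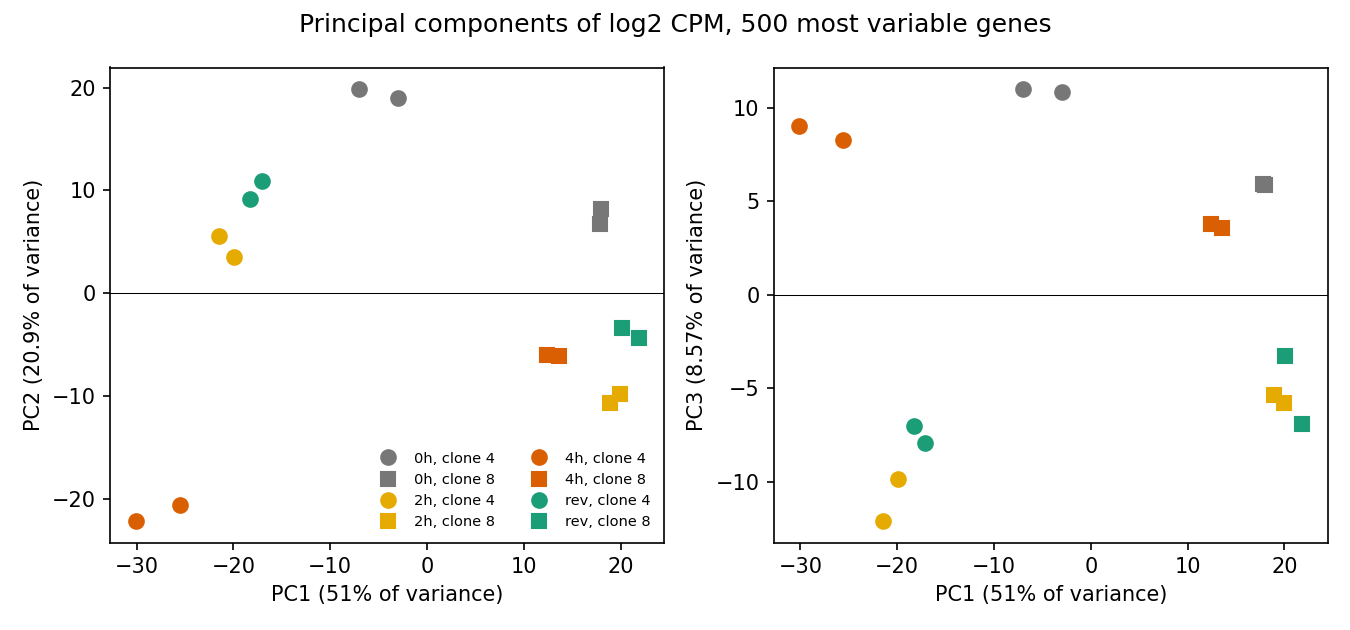
Principal components of log2 CPM over the 500 most variable genes, with each point 1 of 16 libraries, circles for clone 4, squares for clone 8 and colours for the 4 groups; the left panel plots component 1 (51% of variance) against component 2 (20.9%) and the right panel component 1 against component 3 (8.57%). Clone 4 lies at negative and clone 8 at positive values of component 1, and the 0h and 4h libraries lie above 0 and the 2h and rev libraries below 0 on component 3.

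The clones separated along the first principal component of the 500 most variable genes, which held 51% of the variance. On the third component, with 8.57%, all 0h and 4h libraries of both clones had positive scores and all 2h and rev libraries negative scores. The labels give no sequencing or culture batch. The comparison of 4h with 0h lies on one side of this split, whereas 2h against 0h, 4h against 2h, rev against 4h and rev against 0h cross it. Each side holds whole groups, so these 4 comparisons cannot be recomputed within a side. The contrast of rev with 2h, which stays on one side, called 227 genes (98 higher and 129 lower) with edgeR's quasi-likelihood test, and 11 of the 21 tested ERK list genes were lower at rev.

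The first question was which genes respond to 2 h of ERK induction. At 2h against 0h, 2162 of 12742 genes were called at an adjusted p under 0.05, 1209 higher and 953 lower. Of these, 406 had an absolute log2 change of at least 1, which was the alternative with the lowest count; library totals in place of TMM called 446, of which 348 were higher. With the replicate block the count was 1834, and libraries of one number showed no shared deviation beyond that of their clone (r = -0.0106). Fitted alone, clone 4 had 2640 called genes and clone 8 had 2288, and 732 were called in both in the same direction and 81 in opposite directions. The largest rise was that of Egr1, an immediate-early transcription factor gene (ENSMUSG00000038418, chromosome 18, 34859823 to 34864984, plus strand). Its mean was 2.10 ± 1.29 CPM (SD, n = 4) at 0h and 344.5 ± 202 CPM at 2h, a log2 change of 7.30 (SE 0.379, edgeR adjusted p 3.45e-10). Spry4 rose by 5.60, Fos by 4.58 and Myc by 3.97 on the log2 scale (edgeR adjusted p 4.42e-09, 6.63e-08 and 2.52e-05). Egr3 had at most 1 count in any 0h library and was at least 16.2-fold higher at 2h. This bound was 25.9-fold in clone 4 and 2.36-fold in clone 8. The largest falls were those of Chac1, with a log2 change of -2.03 (SE 0.37, edgeR adjusted p 0.00122), Snord13 at -1.89, Abcc2 at -1.59, Trib3 at -1.51 and Stc2 at -1.43. In the ERK list, 17 of 21 tested genes were higher with adjustment over all genes and 18 over the list alone.

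**Figure D2:**
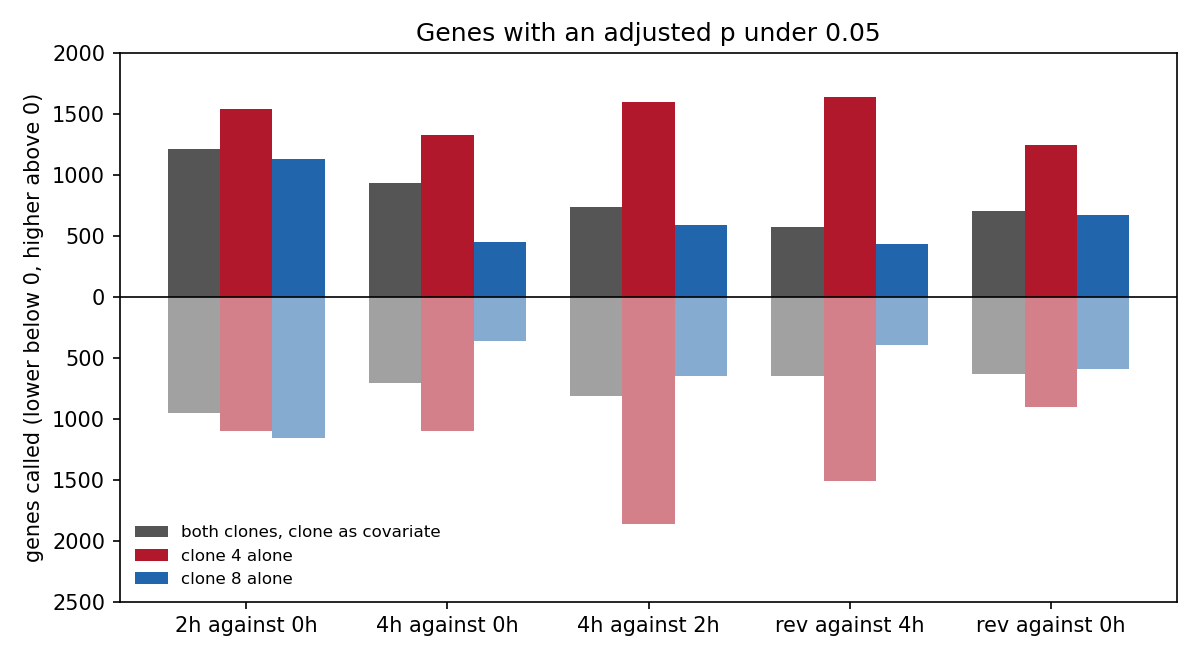
Number of genes with an adjusted p under 0.05 in the 5 comparisons (x axis), higher above 0 and lower below 0 in paler colour, for the model over both clones (grey), clone 4 alone (red) and clone 8 alone (blue). At 4h against 0h, 1328 genes were higher and 1095 lower in clone 4, against 449 and 357 in clone 8.

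At 4h against 0h, 1645 genes were called, 936 higher and 709 lower, and 421 had an absolute log2 change of at least 1. The replicate block gave 1325 and library totals 508. Clone 4 alone had 2423 called genes and clone 8 alone 806, with 462 called in both in the same direction and 15 in opposite directions. The largest rises were in Egr3 (at least 21.7-fold), Snai3 (log2 change 5.89), Spry4 (5.78), Egr1 (5.65) and Ccnd2 (at least 37.5-fold, with at most 2 counts in any 0h library). In clone 8 the bounds were only 1.5-fold for Egr3 and 4.92-fold for Ccnd2, against 35.9-fold and 60.4-fold in clone 4. The largest falls were in Sgo2b (-1.69), A4galt (-1.53), Fat2 (-1.48), Rassf4 (-1.41) and Ism2 (-1.41). Spry4, a feedback inhibitor gene (ENSMUSG00000024427, chromosome 18, 38586247 to 38601415, minus strand), went from 2.02 ± 1.03 CPM at 0h to 141.4 ± 101 CPM at 4h (SD, n = 4), and its log2 change was 7.34 in clone 4 and 4.39 in clone 8. Dusp6, which encodes an ERK phosphatase (chromosome 10, 99263231 to 99267489, plus strand), rose by 3.78 on the log2 scale (SE 0.36, edgeR adjusted p 1.37e-06), Etv4 by 3.31 and Fosl1, which shares 57.2% of its exon length with a gene on the other strand, by 2.55. Among 21 ERK list genes tested, 16 were higher over all genes and 17 over the list alone, and 16 with the replicate block. Their median log2 change was 3.34 in clone 4 and 1.02 in clone 8, and 19 of the 20 genes compared rose more in clone 4, with the difference called for 10 genes.

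**Figure D3:**
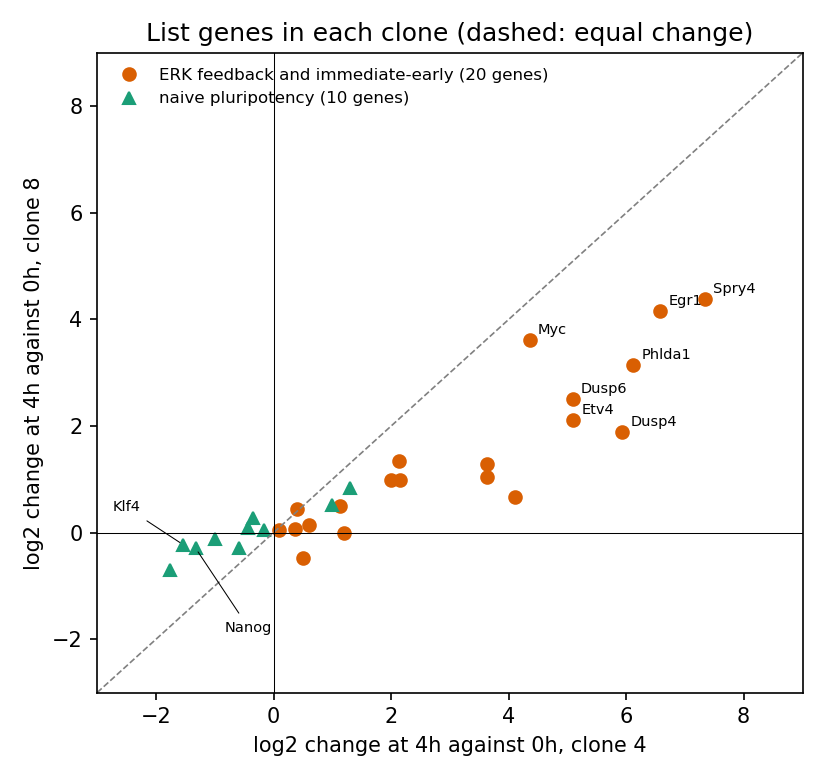
Log2 change at 4h against 0h in clone 4 (x axis) and clone 8 (y axis) for 20 ERK feedback and immediate-early genes (circles) and 10 naive pluripotency genes (triangles), each point a gene; the dashed line marks equal change. Most ERK list genes lie below the line, with Spry4 at 7.34 and 4.39, and Nanog lies at -1.32 and -0.30.

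Of the 10 naive pluripotency genes, 4 were lower at 4h (Prdm14, Tfcp2l1, Klf4 and Nanog) and 2 higher (Klf5 and Nr0b1), with 5 lower when adjusted over the list alone and 3 with the replicate block. At 2h against 0h, 4 of the 10 were higher (Tbx3, Zfp42, Klf5 and Nr0b1) and 1 lower (Prdm14). Nanog (ENSMUSG00000012396, chromosome 6, 122707489 to 122714633, plus strand) had 439.7 ± 110 CPM at 0h and 288.1 ± 174 CPM at 4h (SD, n = 4), a log2 change of -0.75 (SE 0.163, edgeR adjusted p 0.0049). In clone 4 alone its change was -1.32 (edgeR adjusted p 6.31e-08) and in clone 8 alone -0.30 (edgeR adjusted p 0.0957). Klf4 (chromosome 4, 55527143 to 55532466, minus strand) changed by -0.75 (edgeR adjusted p 0.0103), by -1.54 in clone 4 and by -0.23 in clone 8, where its adjusted p was 0.15. The difference between the clones was 1.02 for Nanog and 1.30 for Klf4 on the log2 scale (edgeR's quasi-likelihood test of the interaction, adjusted p 0.000308 and 1.9e-05). Both lost their call without the clone covariate and without the second clone 4 replicate. Esrrb (log2 change 0.01), Pou5f1 (0.16) and Otx2 (-0.20) were not called, with edgeR adjusted p of 0.984, 0.306 and 0.557. Esr1, the gene whose hormone-binding part such constructs borrow, rose by 0.56 on the log2 scale (edgeR adjusted p 0.0218), a call that was lost with library totals, without the clone covariate, after thinning and in each clone alone. Its rise was 0.83 at 2h and 1.09 at rev against 0h (edgeR adjusted p 0.000886 and 0.000242). Both of these comparisons cross the split on the third component. Gata6 and Sox17 fell below the filter on counts, with at most 3 counts in each 0h library, and a change was not detectable at this depth.

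**Figure D4:**
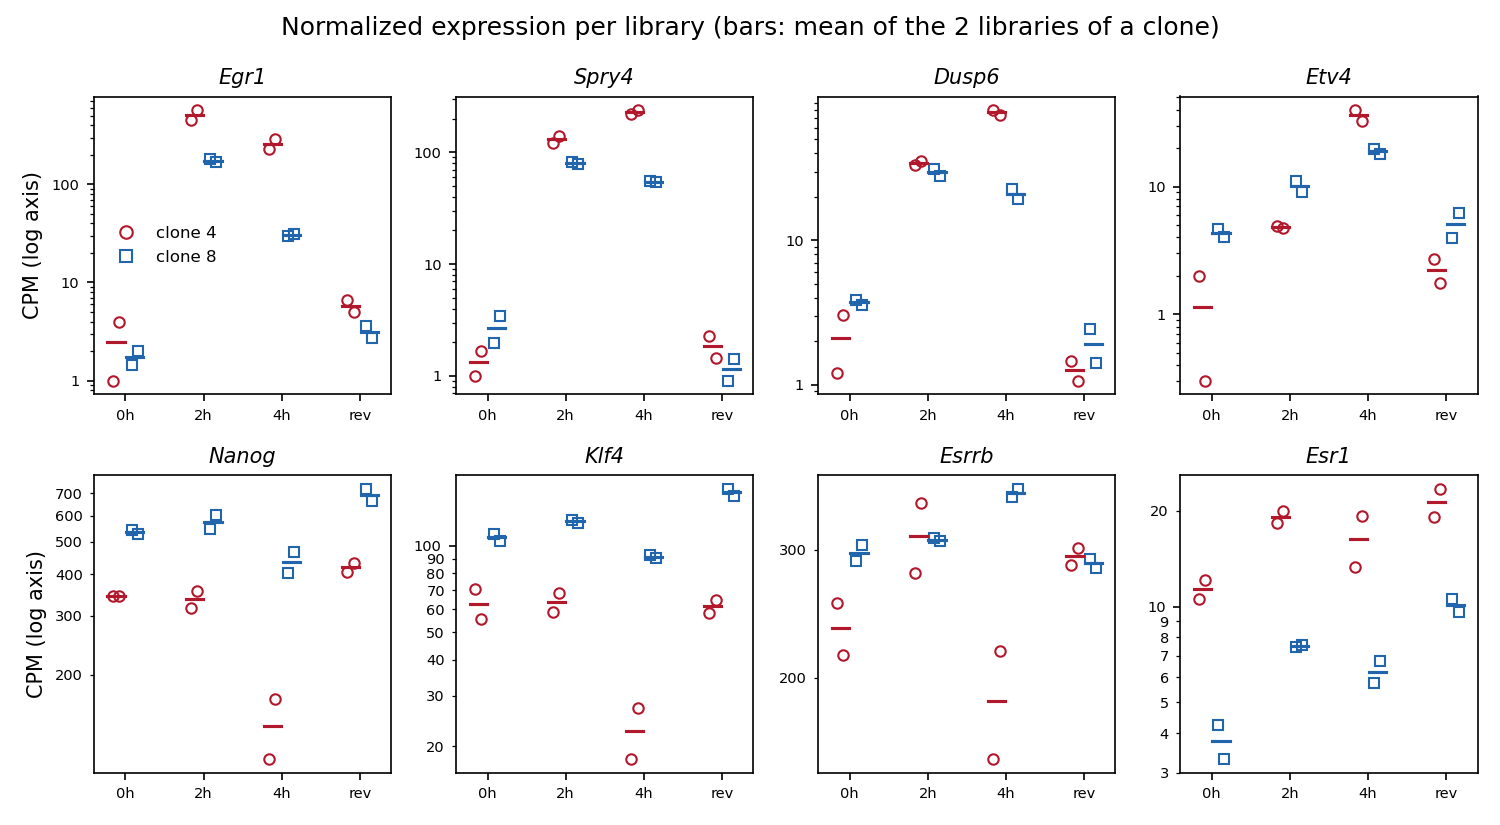
TMM-scaled CPM (log y axis) of 8 genes in the 4 groups (x axis); each circle is a clone 4 library and each square a clone 8 library, and short bars are means of 2 libraries. Egr1 averaged 258.8 CPM at 4h in clone 4 and 30.6 CPM in clone 8, and Esr1 is higher in clone 4 than in clone 8 in each group.

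Signal duration was addressed by the comparison of 4h with 2h, in which 1547 genes were called, 737 higher and 810 lower. The replicate block gave 1108, and clone 4 and clone 8 alone gave 3462 and 1238. Ptprn (log2 change 2.67), Pou4f2 (2.60) and Sgms2 (2.58) rose most, and in clone 8 alone none of the 3 was called (edgeR adjusted p 0.2, 0.28 and 0.494); the difference between clones was not tested for this comparison. Fos (-3.04), Igf2 (-2.11) and Krt8 (-1.77) fell most, and Krt8 was not called in clone 8 alone (edgeR adjusted p 0.168). Of the 1209 genes raised at 2h, 362 (29.9%) fell from 2h to 4h and 36 (2.98%) rose further, against 261 and 24 with the replicate block. The 2h libraries enter both comparisons, which favours falls over further rises. In a check made after these values were seen, 13 and 34 genes raised at 2h were chosen in the libraries numbered 1 and 2. In the libraries of the other number 10 and 23 of them were lower at 4h than at 2h (76.9% and 67.6%, against 50% and 49.5% of all genes), with 1 and 1 called lower. In the ERK list, Egr1, Fos, Dusp1, Ier2 and Mcl1 fell, and Dusp4 and Etv4 rose. With adjustment over the list alone, 6 genes were higher and 5 lower. The list's median log2 change was 0.782 in clone 4 and -0.255 in clone 8.

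Reversion was addressed by the comparison of rev with 4h. It called 1224 genes, 574 higher and 650 lower, and 912 with the replicate block. With library totals, 530 genes were called and 15.8% of them were higher, against 46.9% with TMM; the median change of all genes was then -0.20 on the log2 scale. The largest falls were those of Spry4, with a log2 change of -6.41 (SE 0.369, edgeR adjusted p 2.35e-09), Dusp6 at -5.03, Egr1 at -4.82, Id1 at -4.39 and Snai3 at -3.89. The largest rises were those of Krt8 (2.24), Spic (2.10), Igf2 (2.04), Rhob (1.78) and Cdkn1c (1.67). In clone 8 alone Snai3 changed by -1.04 and Cdkn1c by 1.15, and neither was called (edgeR adjusted p 0.155 and 0.0692). In the ERK list, 16 of 21 genes were lower. In the naive list, 6 of 10 genes were higher and 2 lower (Klf5 and Nr0b1). Nanog rose by 1.08 (edgeR adjusted p 0.000308) and Klf4 by 1.00 (edgeR adjusted p 0.00154), with rises called in each clone alone.

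Of the 936 genes raised at 4h, 336 (35.9%) were lowered at rev, and of the 709 lowered at 4h, 168 (23.7%) were raised; with the replicate block these were 253 and 118. The 4h libraries enter both comparisons here too, which favours opposite changes. Of 27 and 41 genes raised at 4h, chosen as above by library number, 26 and 39 were lower at rev in the libraries of the other number (13 and 4 called), against 48.9% and 51% of all genes. Only 1 and 2 genes lowered at 4h were chosen in this way, too few to examine. The reversed share of the change was 0.512 ± 0.12 (SD, n = 4) for raised and 0.477 ± 0.121 for lowered genes, and 0.524 and 0.503 from group means without the pairing. An exact two-sided paired permutation test of raised against lowered genes gave p = 0.875 (n = 4); its smallest possible p is 0.125, so it could not have shown a difference at 0.05. With library totals in place of TMM, the value for raised genes was 0.997 and the reversed share of the change of genes lowered at 4h was -0.116. The shared 4h libraries by themselves draw this ratio towards 0.5. Over the 8493 genes called in none of the 5 comparisons, computed after the other values were seen, it was 0.569 ± 0.0953 (SD, n = 4). Those genes had no called change to reverse, so the pull on called genes may be weaker, and it was not measured. The shares of raised and lowered genes are thus not taken by themselves to show a reversal. Genes chosen in one clone and measured in the other gave 0.533 and 0.474, which has the same limit. The genes called at 2h against 0h, a different set, gave 0.264 and 0.206.

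At rev against 0h, 1332 genes were called, 702 higher and 630 lower, and 1027 with the replicate block. Cavin1 (log2 change 3.73), Lad1 (3.20) and Krt8 (2.70) were raised most, and Slc16a3 (-1.80), Nupr1 (-1.76) and Phf19 (-1.72) lowered most. Of the genes raised at 4h, 249 (26.6%) were still raised at rev against 0h, and of those lowered at 4h, 197 (27.8%) were still lowered. Of the 702 genes higher at rev than at 0h, 462 (65.8%) were also raised at 2h, and 268 (38.2%) were raised at 2h without a call at 4h. The 0h libraries are shared by all these comparisons, which favours such overlaps. In the ERK list, 2 genes were higher (Etv5 and Dusp5) and 0 lower, with 4 higher and 3 lower at an unadjusted p under 0.05. Of the 10 naive list genes 0 were called with adjustment over all genes or over the list, with 4 higher and 0 lower at an unadjusted p under 0.05, and Nanog had a log2 change of 0.33 (edgeR adjusted p 0.2).

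The clones are separate lines, and the difference in their changes was tested directly. There were 1012 genes whose change at 2h against 0h differs between clones, and 926 with the replicate block. The model gave 729 genes whose change at 4h against 0h differs between clones, and 635 with the block. It gave 1681 genes whose change at rev against 4h differs between clones, and 1533 with the block, beside the correlation of -0.0106 for libraries of one number. Thresholds and scaling moved these counts most, to 416 at 2h with an adjusted p under 0.01 and to 153 at 4h with library totals. At 4h against 0h, 470 of the 729 had a lower change in clone 8. The largest differences at 4h were in Pla2g7, which had at most 1 count in the 0h libraries of clone 4 and was at least 53.3-fold higher there at 4h, and in Efr3b, with a log2 change of 5.56 in clone 4 and 0.21 in clone 8 (difference -5.36, edgeR adjusted p 6.39e-11), and in Vgf (difference -4.98). In the other direction they were Lrrn2 (2.75), Lefty1 (2.69) and Serpinb6c (2.30). At 2h, Lefty2 rose by 2.30 in clone 4 and changed by -1.23 in clone 8 (difference -3.54, edgeR adjusted p 1.32e-10). The other large differences at 2h, in Tmem132d, Usp17lc, Trim43a, Hmcn1 and Zfp469, each rested on a clone and time with at most 3 counts in both libraries. At rev against 4h, Emp1 (4.54), Soga3 (4.47) and Ptprn (4.29) changed more positively in clone 8, and Lefty1 (-5.50) and Lefty2 (-5.29) more positively in clone 4. Zfp469 was also called, but its clone 8 libraries were at the floor in both groups.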

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

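The tests on the inducible construct and the starting state were chosen after Esr1 and naive list values at 0h had been seen, thinning by one factor after the depth result, mislabelling at 2h and rev after its result for 4h, and the test of the TMM factor after that factor was seen.

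The 2 clones differed in their change at 2h against 0h for 1012 genes, at 4h against 0h for 729 and at rev against 4h for 1681, each by an interaction term, beside 637 genes that chance gives at an unadjusted p under 0.05 (2932, 2071 and 3220 were observed). A sample with the wrong clone label was tested over 375 to 560 genes that separate the clones in the other groups: 16 of 16 libraries lay nearer to their labelled clone. A swap of group labels within a clone would pass this test and was not examined. With a GC offset 1108, 780 and 1683 genes were called, so the offset did not remove the differences. Without the features above 1% of counts the numbers were 999, 730 and 1651. TMM trims such features already and this setting could hardly move the numbers, so the differences cannot be told apart from an effect of these features. With the features above 1% removed and all libraries thinned to one total of 1.30 M counts, 426, 369 and 889 were called. These are 42.1%, 50.6% and 52.9% of the first numbers, against 50% set before the test as the mark of library depth, so 2h lies below it and 4h and rev only just above. Thinning every library by one factor, to 42.2% of its counts, which leaves depths as unequal as before, called 461 at 2h, so the loss also follows from fewer counts in all libraries. Equal totals removed little more than the same overall loss of counts did, so unequal library depth was not shown to account for the difference at 2h. The numbers also depended on the normalization and the test: library totals gave 476, 153 and 1895, and DESeq2 496, 438 and 987. With DESeq2's size factors inside edgeR all 3 numbers stayed close to those with TMM. The lower DESeq2 numbers therefore came with its test rather than its scaling. Among these scalings only library totals moved the numbers at 2h and 4h far, and totals are set mostly by the features above 1%. Depth was therefore not excluded for any of the 3 differences. An effect of normalization was seen only with library totals, and paralog reads and contamination were not tested. The comparisons of 2h with 0h and of rev with 4h also cross the split on the third component. The level difference between the clones correlated across genes at 0.765 between 2h and rev, against 0.456 to 0.517 for the other pairs of groups. What made the split is thus a further candidate for the differences at 2h and rev, and it was not excluded.

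For 4h against 0h, 2 candidate explanations in the clones themselves were examined. Esr1 was higher in both clone 4 libraries than in both clone 8 libraries in 4 of 4 groups, which is consistent with more inducible construct in clone 4 if reads of the construct were counted at this gene. Clone 4 starts from a different state at 0h as well: 1489 genes differed between the clones there, and 9 of 10 naive list genes were lower in clone 4, 5 of them called. Nanog was 0.63 and Klf4 0.78 log2 units higher in clone 8 at 0h. Both explanations may hold together, and with 2 clones they cannot be separated.

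Among 228 groups of 4 libraries examined for a single library far from the rest, 5 stood out. Each group holds 2 libraries of each clone, so where the clones differ a stray library is hidden by that difference, and the absence of others does not show that all libraries are sound. For the same reason the number that chance would give is not known. The TMM factor of the rev library 1 of clone 8 was 0.537, against 0.967 to 1.04 in the other rev libraries. That library had 78.9% of its counts in the features above 1%. Without a few features taking most of the counts its factor was 0.968 and it no longer stood apart: the widest gap over range among the rev libraries was 0.739, at the other end, where library 2 of clone 8 had a factor of 1.015, so composition is a candidate cause. The other 4 were single genes on the log2 CPM scale. Egr3 was at -1.51 in the 0h library 1 of clone 8 against -2.01 in the others, a difference of 1 count from 0. A4galt was at 2.19 in the 4h library 2 of clone 4 against 2.63 to 2.70. Serpinb6c was at 1.30 in the 2h library 2 of clone 4 against 2.22 to 2.37. Soga3 was at -2.01 in the 0h library 1 of clone 4, with 0 counts, against -0.59 to -0.51. No further explanation was tested for these, and no biological explanation was tested.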

How the results depend on the processing

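In all settings that re-ran the tests, Egr1, Spry4 and Dusp6 kept their direction and their call at 4h against 0h and at rev against 4h. Of the recomputed counts and shares, 180 stayed within 1.5 times the reported count or 1 SD and 107 did not; the cause was not tested unless a value is given. Counts below follow the order 2h against 0h, 4h against 0h, 4h against 2h, rev against 4h and rev against 0h, then the clone differences at 2h, 4h and rev, where they apply.

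Library totals in place of TMM called 446, 508, 385, 530 and 449 genes and clone differences of 476 and 153 at 2h and 4h. The median change of all genes then moved to 0.11, -0.04, -0.14, -0.20 and -0.24 on the log2 scale, and the share of higher calls went from 55.9% to 78% at 2h against 0h, from 46.9% to 15.8% at rev against 4h and from 52.7% to 23.6% at rev against 0h. Genes raised at 4h and lowered at rev were 216, the opposite 18, genes raised at 2h and then lowered 74 and raised further 21, and the reversed share of the change of genes raised at 4h became 0.997. The reversed share of the change of genes lowered at 4h became -0.116. Since 46.7% to 78.9% of a library lies in 8 features, totals are set mostly by these. Leaving those features out before TMM gave 2176, 1646, 1543, 1236 and 1354. DESeq2 called 496 and 438 genes for the clone differences at 2h and 4h, 987 genes whose change at rev against 4h differs between clones, and 2077, 1677, 1566, 1245 and 1335 genes between groups.

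Without the clone covariate 757, 546, 266, 251 and 273 genes were called, 87 raised then lowered at rev, 19 lowered then raised, 65 raised at 2h then lowered, 3 raised further and 0 naive list genes lowered, with 2 lower at an unadjusted p under 0.05. Fitting only the groups compared gave 958 at 4h against 2h. Clone 4 alone gave 3462, 3142 and 2140 for the last 3 comparisons, with 810 and 604 for the reversions, 766 genes raised at 2h and lowered from 2h to 4h, and 154 raised further. Clone 8 alone gave 806 at 4h against 0h, overlaps of 148, 51 and 10 (raised further) and 1 naive list gene lowered. No filter on low counts gave 533 and 271 for the reversions and 92 raised further.

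At an adjusted p under 0.01 the counts were 921, 694, 457, 494 and 450, with 416 and 391 genes at 2h and 4h and 852 genes whose change at rev against 4h differs between clones, overlaps 150, 39, 102 and 9, and 2 naive genes lowered. With an absolute log2 change of at least 1 they were 406, 421, 302, 364 and 275, then 449, 433 and 798, overlaps 132, 27, 51 and 15, and 1 naive gene. That threshold moved the share of higher calls from 56.9% to 67.2% at 4h against 0h and from 47.6% to 61.6% at 4h against 2h. Thinned libraries without the features above 1% gave 1271 (2h against 0h), 989 (4h against 2h) and 733 (rev against 0h), clone differences 426, 369 and 889, and 208 genes raised at 2h then lowered. Depth thus limits the number of calls. The replicate block with the GC offset gave 990 at 4h against 2h, 212 raised then lowered and 21 raised further. Genes chosen at 2h against 0h had reversed shares of 0.264 and 0.206.

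Across the 4 fits that each left out one replicate, the counts ran from 1085 to 1484, 404 to 1356, 398 to 1268, 358 to 1294 and 458 to 780. The number of genes raised at 4h and lowered at rev against 4h ran from 89 to 387, the other overlaps from 23 to 173, 100 to 223 and 5 to 35, and naive genes lowered from 1 to 4. ERK list genes raised ran from 12 to 15. The clone differences were not refitted without a replicate, since 1 sample would be left in a group and clone.

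Of the single genes, 13 values reversed, all of genes without a call in the main test. In these fits the log2 change of Esrrb in 4h-0h became -0.014 with library totals, -0.011 with a mean count of at least 50, -0.026 with only the groups compared, -0.35 in clone 4 alone and -0.019 after thinning, and ran from -0.098 to 0.203 without 1 replicate. Likewise the log2 change of Esrrb in rev-4h became -0.056 with library totals and ran from -0.069 to 0.314 without 1 replicate. In the clones alone it was called in opposite directions, at 0.68 in clone 4 and -0.32 in clone 8 (edgeR adjusted p 0.000489 and 0.0355). The main value of Esrrb at rev against 4h thus averages opposite changes. For the log2 change of Otx2 in 4h-0h the value in clone 4 alone was 0.083, and it ran from -0.315 to 0.029 without 1 replicate. Among the other single-gene values that changed, 67 were weaker and 5 stronger.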

Other observations

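The split between groups was noticed on the third principal component, and the tests of it below were chosen after that; the tests of ERK list genes below 0h were made conditional on a fall after the main result was seen.

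For each comparison between groups, the 8 libraries can be split 35 ways into 4 and 4, of which 8 part all 4 pairs of like number. In each of the 5 comparisons 1 of the 8 splits, the real one, gave as many genes with an adjusted p under 0.05 when only those 8 libraries were fitted. The real splits gave 2226 genes at 2h against 0h, 1902 at 4h against 0h, 958 at 4h against 2h, 888 at rev against 4h and 1537 at rev against 0h. The other splits of this kind gave at most 0, 0, 13, 12 and 7. A further 10 splits balanced for clone, of which 8 part 2 of the pairs and 2 part 0, gave 0 in each comparison, with 37 to 1970 genes at an unadjusted p under 0.05 over all other splits, against 2896 to 3995 for the real ones. The 17 splits unbalanced for clone were not fitted. With 8 splits the share cannot fall under 0.125.

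The 2h and rev libraries shared changes that the 0h and 4h libraries lacked. The contrast of 2h and rev with 0h and 4h called 2261 genes (1240 higher), more than the contrast of 2h and 4h with 0h and rev, which follows ERK activity and called 1055. In clone 4 these were 3808 and 1783 and in clone 8 1894 and 805. The ERK list separated the contrasts: 18 of 21 genes were higher in the second and 5 higher and 2 lower in the first. The genes were only in part the same in both clones, with 558 called in one direction in both and 247 in opposite directions, and the changes correlated at 0.202 across genes, against 0.479 for the ERK contrast. Genes are not independent replicates. Igf2 (log2 change 2.38) and H19 (1.39) were higher and Stc2 (-1.21), Chac1 (-1.05), Nupr1 (-1.03) and Trib3 (-0.95) lower at 2h and rev, genes picked after their values were seen.

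Several explanations were examined. With the GC offset 2149 genes were called, against 2261 without it. How many of them were the same genes was not counted. The change correlated with exon length at a Spearman rho of 0.0991 over genes. The offset thus did not remove the split, and the change hardly followed exon length. With libraries thinned to one total 1333 genes were called, so unequal depth does not account for all of the split. A part of depth in it was not excluded, since thinning also takes counts from all libraries. For a batch shared by the 2h and rev samples, the genes of this contrast were set against those of the ERK contrast in each clone; the smaller of the percentages was 214. This restates the split and would come out alike for an effect of treatment or timing, so it does not tell a batch from these. The 247 genes that moved in opposite directions in the clones are not accounted for by a batch that acts alike on both. The time since a compound was last added, 2 h in both 2h and rev, is another candidate. A list of 21 genes of the amino-acid response (ATF4), which fresh medium may lower, had median log2 changes of -0.22 in clone 4 and -0.08 in clone 8, at percentiles 0.05 and 3.23 of 10000 random lists matched on expression. The same list was also low in other contrasts, at percentile 0.03 in clone 4 for 4h and rev against 0h and 2h, and at 0.46 in clone 8 for 2h and 4h against 0h and rev, so the test is not specific. A batch and the time since addition cannot be told apart here, nor from an effect of the treatment, and counts of genes at 2h against 0h, 4h against 2h, rev against 4h and rev against 0h carry this split.

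ERK list genes were expected to lie below 0h after MEK inhibitor, and this was not seen. Of 21 tested, 0 were called lower and 2 higher, 3 were lower and 4 higher at an unadjusted p under 0.05, and the list's median log2 change was 0.32, at percentile 100 of random lists. With the scaling between groups set by library totals, 1 was called lower. With no fall to explain, neither scaling nor a general fall of genes could be tested. Dusp6 had a log2 change of -1.25 (edgeR adjusted p 0.17; -0.82 in clone 4 and -1.12 in clone 8).

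Whole chromosomes were compared between the clones within each group. A departure of over 0.3 log2 units in all 4 groups was set as the mark of a copy number difference of an autosome, and the largest value reached was 0.202, on chromosome 6. That chromosome stood apart by the size of its shift. The median of its 365 genes was higher in clone 8 by 0.26, 0.25, 0.21 and 0.20 log2 units at 0h, 2h, 4h and rev. For the next largest autosome, 19, these values were 0.08, 0.07, 0.06 and 0.12. A copy number difference in part of the cells was not tested. Nanog lies on chromosome 6, so part of the clone difference in its level may belong to the chromosome.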
